# Regulation of early signaling and gene expression in the α-particle and bystander response of IMR-90 human fibroblasts

**DOI:** 10.1186/1755-8794-3-31

**Published:** 2010-07-29

**Authors:** Shanaz A Ghandhi, Lihua Ming, Vladimir N Ivanov, Tom K Hei, Sally A Amundson

## Abstract

**Background:**

The existence of a radiation bystander effect, in which non-irradiated cells respond to signals from irradiated cells, is well established. To understand early signaling and gene regulation in bystander cells, we used a bio-informatics approach, measuring global gene expression at 30 minutes and signaling pathways between 30 minutes and 4 hours after exposure to α-particles in IMR-90 fibroblasts.

**Methods:**

We used whole human genome microarrays and real time quantitative PCR to measure and validate gene expression. Microarray analysis was done using BRB-Array Tools; pathway and ontology analyses were done using Ingenuity Pathway Analysis and PANTHER, respectively. We studied signaling in irradiated and bystander cells using immunoblotting and semi-quantitative image analysis.

**Results:**

Gene ontology suggested signal transduction and transcriptional regulation responding 30 minutes after treatment affected cell structure, motility and adhesion, and interleukin synthesis. We measured time-dependent expression of genes controlled by the NF-κB pathway; matrix metalloproteinases 1 and 3; chemokine ligands 2, 3 and 5 and interleukins 1β, 6 and 33. There was an increased response of this set of genes 30 minutes after treatment and another wave of induction at 4 hours. We investigated AKT-GSK3β signaling and found both AKT and GSK3β are hyper-phosphorylated 30 minutes after irradiation and this effect is maintained through 4 hours. In bystander cells, a similar response was seen with a delay of 30 minutes. We proposed a network model where the observed decrease in phosphorylation of β-catenin protein after GSK3β dependent inactivation can trigger target gene expression at later times after radiation exposure

**Conclusions:**

These results are the first to show that the radiation induced bystander signal induces a widespread gene expression response at 30 minutes after treatment and these changes are accompanied by modification of signaling proteins in the PI3K-AKT-GSK3β pathway.

## Background

Non-targeted effects could significantly enhance risks associated with exposure to low doses of ionizing radiation, which occurs in clinical and environmental contexts. It has been established that signals from irradiated cells travel through medium and cellular junctions to produce changes in gene expression [1,2], ROS production [3] and moderate damage to DNA in bystander cells as measured by micronucleus formation [4]. Although there is no direct epidemiological evidence for these risks in humans, the potential importance of bystander effects is highlighted by the recent demonstration of radiation bystander carcinogenesis in a mouse model [5]. In primary fibroblasts the major players transmitting and maintaining signals between cells after irradiation appear to be soluble growth factors, cytokines, reactive oxygen species and extracellular matrix proteins [6,7]. A wealth of information exists on cellular events that occur 4 hours and later, including studies on gene expression [1,2,8-10] cytokine production [11], γ-H2AX measurement of DNA damage [12] and chromosomal end-points [13,14] in directly irradiated cells and bystander cells. However, the events that precede these and other well-studied bystander effects on chromosomes [15] and DNA damage [13] are yet to be elucidated. In studies using γ-H2AX as a marker of radiation induced DNA double strand breaks, the response in bystander cells was observed within 20-30 minutes after treatment [16]. A recent study confirmed a burst in cellular ROS levels 30 minutes after irradiation, followed by a 1-2 hr window during which double strand break repair foci were induced in α-particle irradiated and bystander cells [17]. Other studies on signaling in bystanders have proposed that an early increase in production of reactive radicals [3] and TNFα [1] after irradiation can induce a cytokine cascade, which is consistent with the large number of signaling and stress response genes induced in this study.

In the present study, we focused on early responses to understand primary events that are more proximal to the bystander signal. 30 minutes after exposure, both irradiated and bystander cells showed a burst of gene expression changes. Gene ontology and pathway analyses of differentially expressed genes at 30 minutes after treatment suggested responses that affect cell structure and motility, signal transduction, transcriptional regulation and cell-to-cell communication. We validated the microarray results by quantitative real-time PCR and found that there was good concordance between these two methods. We were also interested in time-dependent patterns of gene expression and focused our studies on genes that showed induction at 30 minutes in both irradiated and bystander populations. The selected genes encode proteins that are transcriptional targets of NF-κB, and time course analysis of mRNA levels further supported our previous suggestion [2,3] that this signaling pathway is activated in bystanders in a synchronized manner from 30 minutes onward. From our earlier study that focused on the 4-hour transcriptional response [2], we predicted the involvement of β-catenin activation in gene expression in irradiated cells. We have now investigated protein modifications in the AKT-GSK3β signaling pathway upstream of β-catenin transcriptional activation. Our results show that the radiation signal can trigger a cascade of changes in AKT-GSK3β-βcatenin pathway almost concomitantly with a widespread gene expression response as early as 30 minutes after exposure.

## Methods

### Cell culture, irradiation and RNA isolation

Early passage (population doubling <35) IMR-90 human lung fibroblasts (Coriell repository, NJ) were sub-cultured in Dulbecco's modified Eagle's medium (Gibco) and Ham's F10 medium in a 1:1 mixture plus 15% fetal bovine serum. Mylar-bottomed culture dishes were prepared as described previously [1]. An inner dish with a base of 38-micron-thick Mylar strips was inserted into a larger dish with a 6-micron Mylar base. The 38-micron Mylar completely shields the alpha particles so that only cells on the thinner Mylar areas of the dish were directly irradiated. Cells seeded in these dishes formed a contiguous layer. Cells were exposed to 0 (sham irradiated) or 50 cGy ^4^He ions (125 keV per micron) as simulated alpha particles using the track segment mode of the 5.5-MV Singletron accelerator at the Radiological Research Accelerator Facility of Columbia University. This dose corresponds to an average fluence of approximately 6-12 alpha particles per cell in the irradiated sections of the dish and the probability of a cell not receiving a particle is less than 0.25%. Four independent experiments were conducted.

Directly irradiated (outer dish) and bystander (inner dish) cells were separated at specified times after irradiation and RNA was isolated using Ribopure (Ambion, Life Technologies). RNA concentrations were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific) and RNA quality was monitored with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All RNA samples had RNA integrity numbers >9.0 [18] and 260 nm/280 nm absorbance ratios >2.

### Protein isolation and Western blot procedure

Directly irradiated (outer dish) and bystander (inner dish) cells were separated at specified times (30 minutes, 1 hour and 4 hours) after irradiation and trypsinized. For whole cell lysates, cells were collected, washed and lysed in 25% glycerol, 40 mM HEPES at pH 7.5, 1 mM DTT, 0.35 M NaCl, 0.5% NP-40 and Protease inhibitor mixture (HALT, Thermo Scientific). Separation of nuclear and cytoplasmic fractions was performed as recommended in the manufacturer's protocol for NucBuster™ from EMD Biosciences (Darmstadt, Germany). Protein concentrations were determined using the bicinchoninic acid method (Pierce) and measured using the Nanodrop-1000 spectrophotometer (Thermo Scientific). 50 micrograms of protein was used for western analysis and separated on 10% polyacrylamide gels. Primary antibodies were from Cell Signaling Technology, Boston: anti-AKT (cat# 9272), anti-phospho-AKT (S473) (cat# 9271), anti-GSK3β (cat# 9315), anti-phospho-GSK3β (S9) (cat #9336), anti-β-catenin (cat# 9562) and anti-phospho-β-catenin (S33/37/T41) (cat# 9561). Other antibodies were purchased from Millipore: anti-actin (cat# MAB1501) and Sigma: anti-TBP (cat# T1827). Secondary antibodies were conjugated to horseradish peroxidase and signals were detected using enhanced chemi-luminescence (Amersham, GE). Relevant bands were quantified by densitometry using Image J, background corrected and normalized to actin levels, then compared to time matched controls.

### Microarray Hybridization and Analysis

RNA isolations were performed in parallel across irradiated, bystander and sham-irradiated samples, so that all samples were collected from one sub-cultivated pool of IMR-90 cells that were seeded from a single cryo-vial. After treatment, cells were lysed in pools from Mylar dishes at 30-minute, 1-hour, 2-hour, 4-hour, 6-hour and 24-hour time points. We repeated the experiment four times to provide four biological replicates. We analyzed the 30-minute RNA pools by microarray hybridization. Cyanine-3 (Cy3) labeled cRNA was prepared from 0.3 μg RNA using the One-Color Low RNA Input Linear Amplification PLUS kit (Agilent). Dye incorporation and cRNA yield were monitored with the NanoDrop ND-1000 Spectrophotometer (Thermo Scientific). 1.5 μg of cRNA (>9 pmol Cy3 per μg cRNA) was fragmented, hybridized to Agilent Whole Human Genome Oligo Microarrays (G4112F) using the Gene Expression Hybridization Kit, and washed following Agilent's recommendations. Slides were scanned with the Agilent DNA Microarray Scanner (G2505B). Default parameters of Feature Extraction Software 9.1 (Agilent) and grid version 014850_D_F_20090416 were used for image analysis, data extraction, background correction, and flagging of non-uniform features.

Background corrected intensities were log_2 _transformed and median-normalized in BRB-Array Tools, Version 3.8.0 [19]. Non-uniform outliers or features not significantly above background intensity in 40% or more of the hybridizations were filtered out, leaving 27,576 features. 

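The array files held 45015 spots per array, and 41000 probes remained once control spots were set aside and the spots of a probe were averaged. A probe was kept when fewer than 40% of the 12 arrays had its signal not significantly above background or flagged as a non-uniform outlier, and 31823 probes passed. The authors also deposited a table of log2 values in which dim or flagged spots are blank. Of the 41093 probes in that table, some of which are control probes, 27576 passed the same filter, with a blank counted as a failed spot.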

A further filter requiring a minimum 1.5-fold change in at least 20% of the hybridizations was then applied yielding a final set of 6911 features that were used for subsequent analyses. 

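Read as a change of at least 1.5-fold from the probe's median in at least 20% of the 12 arrays, this filter left 11300 probes of the scanner values and 6911 of the deposited log2 table with its control probes. With spots required to be well above background, in place of significantly above it, 7826 probes of the scanner values were left. This reading of the filter was settled while the deposited table was being compared with the number the study gives.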

The microarray data are available through the Gene Expression Omnibus database using accession number GSE18760.

BRB-Array Tools was used to identify genes that were differentially expressed between controls and directly or bystander irradiated cells using a random-variance paired t-test, an improvement over the standard t-test that permits sharing information among genes about within-class variation without assuming that all genes have the same variance [20]. The test compares the differences in mean log-intensities between classes relative to the expected variation in mean differences computed from the independent samples. Genes with p-values less than 0.005 were considered statistically significant. The false discovery rate (FDR) was also estimated for each gene using the method of Benjamini and Hochberg [21], to control for false positives.

### Quantitative Real-Time PCR (qRT-PCR)

The High-Capacity cDNA Archive Kit (Life Technologies, Foster City, CA) was used to prepare cDNA from total RNA. A custom low-density TaqMan array (Life Technologies, Foster City, CA) was designed using validated assays (additional file 1). Genes for inclusion on the low-density array (LDA) were selected on the basis of differential expression and low FDR, and seven previously selected endogenous control genes [2] were also included. For gene validation studies, 100 ng cDNA was used as input for LDAs. Quantitative real time PCR reactions were performed with the ABI 7900 Real Time PCR System using Universal PCR Master Mix (Life Technologies), with initial activation at 50°C for 120 seconds and 94.5°C for 10 minutes followed by 40 cycles of 97°C for 30 seconds and 59.7°C for 60 seconds.

Relative fold-inductions were calculated by the ΔΔC_T _method as previously used [22] using SDS version 2.3 software (Life Technologies). We applied geNorm [23] to the seven endogenous control genes on the LDAs to determine the most appropriate genes for normalizing the results. The LDA data was normalized to the geometric mean of peptidylprolyl isomerase A (*PPIA*) and ubiquitin C (*UBC*) gene expression levels.

### Gene ontology and pathway analysis

The genes responding significantly (p < 0.005) to either direct alpha particle or bystander irradiation were imported into DAVID, the database for annotation, visualization and integrated discovery http://david.abcc.ncifcrf.gov/[24]. The genes/proteins in our list were mapped to DAVID identifiers, and then functionally annotated using the DAVID biological processes and molecular function categories. The number of genes in each functional classification category was compared against the number of genes from the NCBI human genome in that category. The one-tailed Fisher exact t-test probability value was used to statistically determine over- or under- representation of classification categories, Bonferroni corrected p-values less than 0.05 were considered significant.

The sets of genes significantly responding to direct or bystander irradiation (p < 0.005) were also imported into Ingenuity Pathways Analysis (IPA) (Ingenuity^® ^Systems, http://www.ingenuity.com) to analyze network interactions between the genes. The imported genes were mapped onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these significantly responding genes were then algorithmically generated based on their connectivity. The biological functions that were most significant to these networks were determined, and Fischer's exact test was used to calculate p-values determining the probability that each biological function assigned to a network was due to chance alone. We also identified the IPA canonical pathways that were most significant within the differentially expressed gene sets.

## Results

### Early gene expression in irradiated and bystander cells

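The microarray samples were RNA pools of IMR-90 cells, a strain of normal human lung fibroblasts, lysed 30 minutes after exposure to 0.5 Gy of helium ions or after sham irradiation. Bystander cells grew in the same dish as irradiated cells, over Mylar thick enough to stop the particles, while the sham-irradiated controls came from separate dishes. There were 12 arrays, with 4 of irradiated cells, 4 of bystander cells and 4 of controls, and each of the 4 experiments gave 1 array of each group. The arrays were labelled in a single colour, and the authors deposited the intensity of each spot after the scanner software had subtracted its background. Before scaling, the median intensity per array ranged from 113 to 202 in irradiated cells, from 132 to 179 in bystander cells and from 94.7 to 210 in controls. Between 65.7% and 72.6% of the spots of an array were well above background. The 12 arrays lay on 3 slides, and scanning followed the slides. In irradiated cells, slide 1 held replicate 3, slide 2 held replicate 1 and slide 3 held replicates 2 and 4. Intensities were divided by the array's median, taken to log2 and compared by limma's moderated test with the replicate number as a block, because the study used a paired test. Probes were called at an unadjusted p under 0.005, the study's threshold, and Benjamini-Hochberg adjusted values were computed over the probes tested. How the variance of single probes was stabilised, which probes were tested and whether replicates were paired all changed the number of calls. A number of 4 experiments limits the precision of every value.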

In four independent experiments, RNA was extracted from control, directly irradiated, and bystander IMR-90 fibroblasts 30 minutes after exposure and was hybridized to Agilent Human whole genome arrays. Using the class comparison tool of BRB-Array Tools [19], we identified genes with significantly different expression compared with controls. In directly irradiated cells, 709 genes were differentially expressed (p < 0.005 and false discovery rate (FDR) < 5%; additional file 2). 

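In irradiated cells, 331 of 11300 tested probes were called against controls, of which 247 were higher and 84 lower, where 56.5 calls are expected by chance. These probes carried 210 gene symbols, and 84 of them had no gene symbol in the reference. At the last call the false discovery rate was 16.9%, and 40 probes had an adjusted p under 0.05. The setting that moved the count most was a normexp background, with 930 calls of which 588 were lower. Without replicate 4 there were 166 calls. Among calls with the same direction in all 4 replicates, HSPA6, a heat shock gene, had the largest log2 fold change, 6.18 (standard error 1.00, adjusted p = 0.0426 from limma's test). It was well above background on 2 of the 4 control arrays, and in the deposited table, which is blank for such dim spots, its rise was 9.795-fold, below the 18.8-fold of SERPINB2. Its change ranged from 5.16 to 7.28 with each replicate left out. CCL20 was not well above background on any control array, so that its rise is given as at least 17.5-fold. Such a bound sets the brighter group's mean against, per array, the higher of the dim probe's own signal and the lowest signal among probes well above background. SERPINB2 rose by 4.20 (standard error 0.601, adjusted p = 0.0334 from limma's test), and ARC, well above background on 2 of the 4 control arrays, by 4.16. A dimmer probe of CCL26 rose by 4.54 and its brighter probe, well above background on 2 of the 4 control arrays, by 4.12. The rise of the dimmer probe may thus be imprecise. The largest falls included H19, at least 4.61-fold lower, and KIF5A, at least 3.86-fold lower, as neither was well above background on any irradiated array. HOXB8 was well above background on 1 of the 4 irradiated arrays, with a log2 fold change of -2.58. CCL11 had a log2 fold change of -2.21 and FKBP10 one of -2.15. With each replicate left out, ARC ranged from 3.505 to 5.24 and the brighter CCL26 probe from 2.956 to 5.255. CCL11 then ranged from -2.74 to -1.413 and FKBP10 from -2.644 to -1.644.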

In bystander cells 407 genes were differentially expressed (p < 0.005 and FDR < 8.5%; additional file 3). 

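In bystander cells, 214 of the 11300 probes were called against the same controls, 155 higher and 59 lower, and they carried 149 gene symbols. The false discovery rate at the last call was 26.2%, and 7 probes had an adjusted p under 0.05. The count went to 432 when all 12 arrays entered a single fit and to 73 under a plain paired test on the same values. Without replicate 3 there were 120 calls. HSPA6 changed most, by 5.46, but by -0.12 in replicate 4 and by 7.32 without that replicate. Among calls with the same direction in all 4 replicates, the largest rises included those of CCL20, at least 15.4-fold, and ARC, with a log2 fold change of 4.32 (standard error 0.759, adjusted p = 0.0636 from limma's test). SERPINB2 rose by 3.85 and CSF3 by 3.72, the latter well above background on 1 of the 4 control arrays and 3 of the 4 bystander arrays. In replicate 4 ARC, SERPINB2 and CSF3 rose by 0.25, 0.38 and 0.33, and without it their changes were 5.68, 5.00 and 4.85. CCL20, dim on the control arrays, rose by 1.07 in replicate 4 and by 5.64 without it. For DHRS2, a dimmer probe rose by 3.98 and the brighter, well above background on 3 of the 4 control arrays, by 2.13. The detection of the dimmer probe is not given here, so its rise may be imprecise. Of the falls, that of HOXB8 was at least 3.97-fold, and the log2 fold change was -2.40 for MYH11, whose other probe gave -2.22, -2.27 for CCL11 and -2.25 for H19, which was well above background on 1 of the 4 bystander arrays. With each replicate left out, the first MYH11 probe ranged from -2.968 to -1.612, CCL11 from -2.795 to -1.377 and H19 from -2.94 to -1.862.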

293 genes responded significantly to both direct and bystander irradiation.

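Of the called probes, 154 were called in both comparisons, 124 higher in both groups, 30 lower in both and 0 in opposite directions. A further 177 were called in irradiated cells only and 60 in bystander cells only. Because both comparisons use the same control arrays, 20 simulations of unchanged groups against those controls were run. They gave means of 62.55 and 59.95 calls, of which a mean of 8.55 and at most 14 were shared, where unrelated lists of those sizes would share 0.333. Unrelated lists of the sizes measured would share 6.27. Irradiated and bystander cells grew in the same dish, and the simulations gave them no variation in common. The simulated numbers of shared calls may thus be too low. Under the plain paired test 13 probes were shared, and without replicate 3 there were 56.

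**Figure D1:**
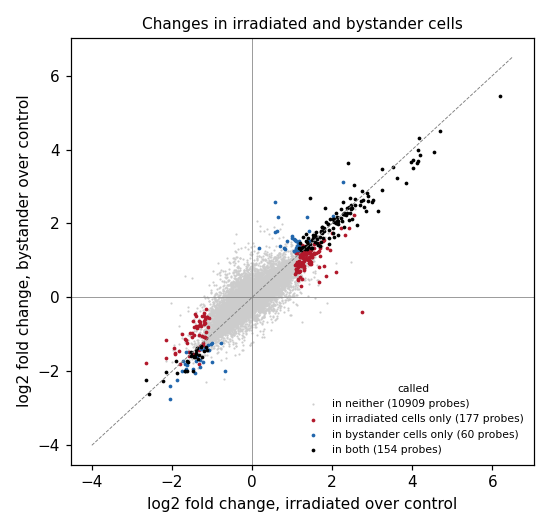
Log2 fold change over controls of each of the 11300 tested probes in irradiated cells (horizontal) and in bystander cells (vertical), as the mean of 4 replicates. Black points are the 154 probes called in both comparisons, red points the 177 called in irradiated cells only, blue points the 60 called in bystander cells only, and the dashed line marks equal change. The calls lie along that line, and the controls common to both axes add to this likeness.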

### Gene ontology analysis

We then analyzed the differentially expressed gene lists from the microarray studies for enrichment of gene groups using the DAVID database [24]. The first step in this analysis was to map gene symbols to DAVID identifiers. In bystander cells, 292 DAVID identifiers were mapped from the list of 407 differentially expressed genes, and in the directly irradiated cells, 516 out of 709 differentially expressed genes mapped to DAVID identifiers. The most significant biological processes indicated in bystander cells were in categories related to protein modification (p-value 7.6 × 10^-4^) and cell surface receptor mediated signal transduction (p-value 9.2 × 10^-3^) (Table 1). Biological processes that were significant in the bystander response: protein modification, cell surface receptor mediated signal transduction, cell structure and motility, cation transport and ion transport; were also significant in α-particle irradiated samples. The most significant category of differentially expressed genes in the irradiated condition was cation transport (p-value 6.2 × 10^-8^), which was also significant in the bystanders (p-value 2.0 × 10^-2^). Other significant categories in the directly irradiated cells, such as G-protein mediated signaling (p-value 8.5 × 10^-4^) and cell surface receptor mediated signal transduction (p-value 4.4 × 10^-3^) suggest a considerable involvement of activity at the cell membrane and inter-cellular signaling in the early response of directly irradiated cells, while the early response in bystanders was dominated by effects on signal transduction and cellular structure.

**Table 1:** Gene ontology analysis on biological processes

PANTHER Biological Processes	BYSTANDER	IRRADIATED
BP00063:Protein modification	7.63 × 10^-4^	2.24 × 10^-2^
BP00103:Cell surface receptor mediated signal transduction	9.22 × 10^-3^	4.38 × 10^-3^
BP00285:Cell structure and motility	1.05 × 10^-2^	2.98 × 10^-4^
BP00143:Cation transport	2.00 × 10^-2^	6.16 × 10^-8^
BP00142:Ion transport	2.00 × 10^-2^	1.51 × 10^-2^
BP00044:mRNA transcription regulation	NS	5.66 × 10^-7^
BP00071:Proteolysis	NS	6.18 × 10^-4^
BP00104:G-protein mediated signaling	NS	8.51 × 10^-4^
BP00020:Fatty acid metabolism	NS	2.32 × 10^-3^
BP00067:Protein glycosylation	NS	1.92 × 10^-2^
BP00292:Other carbon metabolism	NS	2.66 × 10^-2^
BP00102:Signal transduction	NS	2.84 × 10^-2^
BP00040:mRNA transcription	NS	2.88 × 10^-2^
BP00064:Protein phosphorylation	NS	3.00 × 10^-2^
BP00124:Cell adhesion	NS	4.60 × 10^-2^

To identify significant PANTHER biological processes categories, p-values are Bonferroni corrected. NS is not significant (p > 0.05).

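The study's functional categories were not used here, and words in the arrays' own gene descriptions stood in for them. Genes whose description names actin, tubulin, myosin or another cytoskeletal protein made up 11 of the 210 genes called in irradiated cells (5.24%), against 217 of the 6171 tested genes (3.52%). The odds ratio was 1.54 (adjusted p = 0.307 over 8 such tests, one-sided Fisher's exact test), and of the 11 genes 5 were higher and 6 lower. With all 15121 detected genes as the background the odds ratio was 1.85 (adjusted p = 0.123 by the same exact test).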

Examination of the molecular functions of significantly changed genes (Table 2) indicates that most of the early changes in gene expression in irradiated cells are related to cytoskeletal functions involving actin binding cytoskeletal protein (p-value 2.1 × 10^-4^), suggesting that irradiation results in a rapid rearrangement of cell structure components. 

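By the same words in gene descriptions, 2 of the 149 genes called in bystander cells were kinases (1.34%), against 201 of the 6171 tested genes (3.26%), an odds ratio of 0.40 (adjusted p = 0.971, one-sided Fisher's exact test for over-representation). The word search did not part serine/threonine kinases from others. Cytoskeletal genes were 8 of the 149 (5.37%), an odds ratio of 1.58 (adjusted p = 0.307 by the same exact test).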

In bystanders, the most significantly affected molecular functions were non-receptor serine/threonine protein kinases enzymes (p-value 8.2 × 10^-3^) and cytoskeletal proteins (p-value 4.6 × 10^-2^). As with biological processes, no significantly responding molecular functions at 30 minutes were unique among the bystanders.

**Table 2:** Gene ontology analysis on molecular functions.

PANTHER Molecular Functions	BYSTANDER	IRRADIATED
MF00213:Non-receptor serine/threonine protein kinase	8.20 × 10^-3^	2.39 × 10^-2^
MF00261:Actin binding cytoskeletal protein	4.62 × 10^-2^	2.05 × 10^-4^
MF00231:Microtubule binding motor protein	NS	3.23 × 10^-3^
MF00091:Cytoskeletal protein	NS	3.62 × 10^-3^
MF00099:Small GTPase	NS	4.49 × 10^-3^
MF00264:Microtubule family cytoskeletal protein	NS	2.70 × 10^-2^
MF00224:KRAB box transcription factor	NS	4.08 × 10^-2^
MF00262:Non-motor actin binding protein	NS	4.10 × 10^-2^

To identify significant PANTHER molecular function categories, p-values are Bonferroni corrected. NS is not significant (p > 0.05).

### Quantitative real time RT-PCR validation of gene expression and time course analysis

We selected 34 genes that were differentially expressed in both direct and bystander samples for validation using Taqman real-time polymerase chain reaction (qRT-PCR). 

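Additional file 1 lists 77 assays, control genes included, and all 77 had a detected probe on the arrays. Taking the brightest probe of each, 32 were called in irradiated cells, 23 in bystander cells, 22 in both and 44 in neither. In irradiated cells 58 were higher and 19 lower than controls, with a median log2 fold change of 1.09, and 40 had risen by more than 1 on the log2 scale. In bystander cells 57 were higher and 20 lower, with a median of 1.05. The direction was the same in both groups for 74 of the 77. The list mixes genes chosen from these arrays with genes chosen at 4 hours.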

We also performed qRT-PCR on the 30-minute samples using 37 genes previously shown to change significantly at 4 hours [2], many (but not all) of which also responded in the 30-minute microarray data. The agreement between the two experimental approaches is very close, with a few exceptions where fold changes measured by qRT-PCR are higher than in microarrays (Figure 1). This effect has been observed previously by ourselves and others, and has been attributed to differences in probe choice and sequence specificity [25,26]. 

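Of the genes CDKN1A, GADD45A, FDXR, DDB2 and FAS, which p53 regulates, 1 was called on the arrays at 30 minutes. GADD45A rose in all 4 replicates of irradiated cells, with a log2 fold change of 1.26 (standard error 0.318, adjusted p = 0.149 from limma's test), and was called at the unadjusted threshold, but not once replicate 1, 2 or 3 was left out. In bystander cells its change was 1.11 and was not called. CDKN1A was higher in all 4 replicates of both groups, by 0.43 ± 0.35 (SD, n = 4) in irradiated and 0.47 ± 0.44 (SD, n = 4) in bystander cells, but was called in neither. Under a normexp background its change in bystander cells was -0.31, above the median of all tested probes there, which was -0.60. DDB2 (-0.01 and 0.01) and FDXR (-0.05 and -0.04) had changes near 0, with a standard deviation over the 4 pairs of at least 0.698 in each case, and those means rest on replicate 3. Without it FDXR changed by 0.33 and 0.31 and DDB2 by 0.32 and 0.32. FAS, whose probe did not pass the fold-change filter and so was not tested, changed by 0.37 ± 0.37 (SD, n = 4) in irradiated and 0.33 ± 0.33 (SD, n = 4) in bystander cells. Under a normexp background it changed by -0.22 in bystander cells, also above that median of -0.60.

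**Figure D2:**
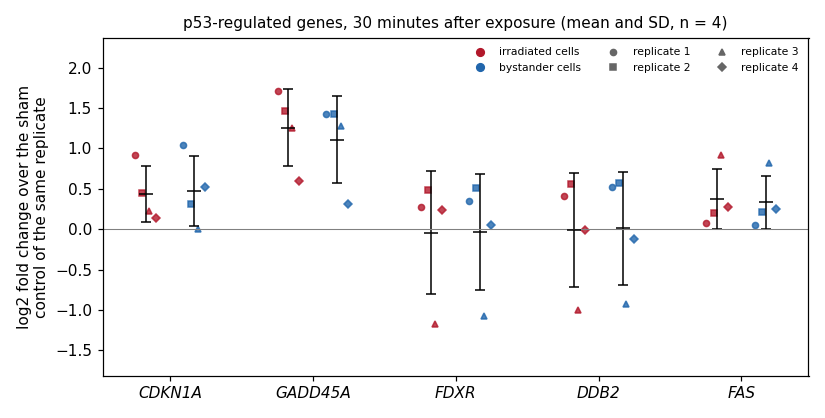
Log2 fold change over the control of the same replicate for 5 p53-regulated genes, in irradiated cells (red) and bystander cells (blue). Each symbol is a replicate, and the black bars give the mean and SD of 4 replicates; GADD45A lies highest in both groups, and FDXR and DDB2 spread across 0.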

Some of the p53-regulated genes from the 4-hour responding set, such as *CDKN1A, GADD45A, FDXR, DDB2 *and *FAS*, were relatively unchanged by both measurement approaches at the early 30-minute time point, suggesting a delay in activation of the p53 pathway compared the cytokine/signal transduction effect in these cells [27]. In general, qRT-PCR analysis confirmed the up-regulation and down-regulation of a large number of mRNA at 30 minutes after treatment (Figure 1, additional files 2 and 3).

**Figure 1:**
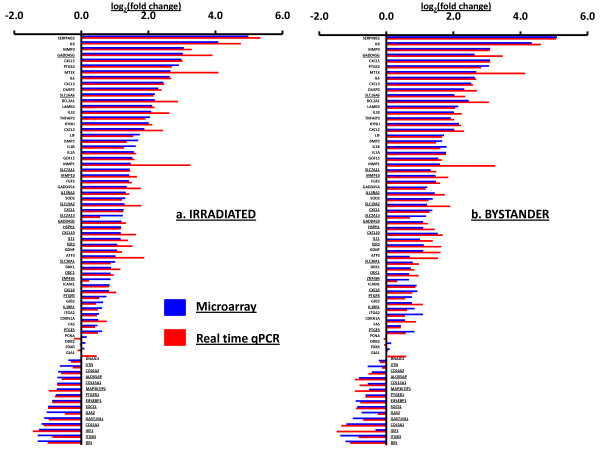
**Comparison of gene expression by microarray and qRT-PCR**. Relative gene expression is plotted as log_2 _(fold change) compared to matched sham-irradiated controls for irradiated (a) and bystander (b) samples at 0.5 hour after treatment. Each histogram is the mean of four biological replicates. Underlined genes are from class comparison results at 0.5 hour, the remaining genes were selected in our previous study [2] as responding at 4 hours. Microarray measurements (blue bars) and qRT-PCR measurements (red bars) are log 2 transformed ratios to controls; both up-regulated (right of the y-axis) and down-regulated genes (left of the y-axis) are shown.

We used qRT-PCR to monitor the time dependent response of a subset of the genes that were induced early in both irradiated and bystander cells. Responses between 30 minutes and 24 hours were measured for NF-κB responsive genes, such as matrix metalloproteinases 1 and 3 (*MMP1 *and *MMP3*), chemokine ligands 2, 3 and 5 (*CXCL2, CXCL3 *and *CXCL5*) and interleukins 1β, 6 and 33 (*IL1B, IL6 *and *IL33*). The results are summarized as a heatmap (Figure 2a), which clearly shows the biphasic pattern of expression in both irradiated and bystander samples. We show transcriptional profiles of three individual genes to illustrate this pattern of expression and synchronization of the gene response. Expression of *IL6, MMP1 *and *CXCL5 *(Figures 2b, c and 2d) in bystanders was nearly identical to that in irradiated cells suggesting that these NF-κB responsive genes were subject to very rapid and synchronous activation.

**Figure 2:**
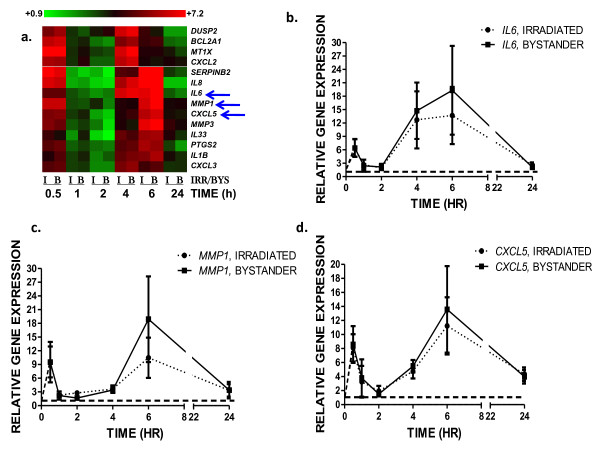
**Time course of gene expression after direct and bystander irradiation**. (a) Heatmap showing mean relative gene expression of genes with characteristic biphasic expression, irradiated (I) and bystander (B) ratios are shown adjacently over the time course. On the scale bar, red indicates up-regulation and green, down-regulation of mRNA compared to controls. qRT-PCR was used to monitor expression of *IL6 *(b), *MMP1 *(c) and *CXCL5 *(d), at 30 minutes, 1 hour, 2 hours, 4 hours, 6 hours and 24 hours after direct irradiation (closed circles) and bystander (closed square) exposure of IMR-90 cells. Gene expression was normalized to *PPIA *and *UBC *mRNA levels and is relative to expression in time-matched controls (dashed black line). Points are the mean and standard error of four independent experiments.

### Pathway analysis

We then imported the lists of 709 and 407 genes from irradiated and bystander samples, respectively, into Ingenuity Pathway Analysis (IPA) to visualize pathway interactions of the responding genes/proteins. Top interacting networks of radiation responsive genes were significantly enriched for molecular and cellular functions of cell growth and proliferation (p = 10^-12 ^to 10^-4^), cell death (p = 10^-12 ^to 10^-4^) and cellular movement (p = 10^-10 ^to 10^-4^). The top bystander networks were significantly enriched for cell death (p = 10^-13 ^to 10^-4^), cell movement (p = 10^-11 ^to 10^-4^) and cell-to-cell signaling (p = 10^-9 ^to 10^-4^), additional file 4. 

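Of the 8 NF-κB responsive genes followed over time in the study, all 8 were called in irradiated cells at 30 minutes and 7 in bystander cells, although the study chose them on these arrays. Their median log2 fold change was 2.27 in irradiated cells (adjusted p = 1.44e-11 from limma's camera test over 12 gene list tests) and 2.09 in bystander cells (adjusted p = 4.71e-11 from the same test). The camera test presets the correlation between genes at 0.01, and under fry, which does not, no list in either comparison had an adjusted p under 0.05, the value being 0.0819 for both NF-κB tests. Adjusted over the list alone, all 8 genes were past 0.05 in each comparison, and adjusted over all detected probes none was. MMP3 rose by 2.90 in irradiated cells (standard error 0.350, adjusted p = 0.0219 from limma's test) and by 2.60 in bystander cells (standard error 0.532, adjusted p = 0.112). For CXCL2 the changes were 2.42 and 2.46, for CXCL3 2.30 and 2.25, for MMP1 2.24 and 2.06, for IL1B 1.52 and 1.61, and for CXCL5 1.50 and 1.55. IL33, well above background on 3 of the 4 control arrays, rose by 1.98 and 1.75, the latter not called. In bystander replicate 4 the median of the list was 0.18, against 2.93, 3.05 and 2.03 in replicates 1 to 3.

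**Figure D3:**
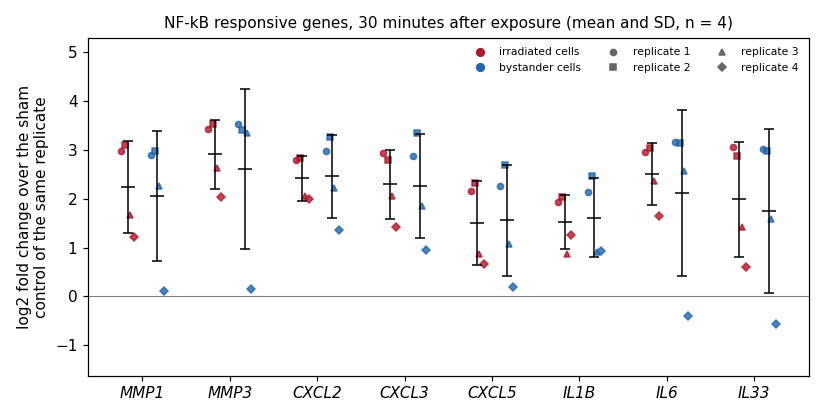
Log2 fold change over the control of the same replicate for 8 NF-κB responsive genes, in irradiated cells (red) and bystander cells (blue). Each symbol is a replicate and the black bars give the mean and SD of 4 replicates; all means lie above 1.50, and the bystander values of replicate 4 (diamonds) lie low, at 0.16 for MMP3.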

Pathway analysis of significant networks indicated that the NF-κB transcription factor has a prominent role early in the bystander response. We also used IPA to connect gene networks to predict new regulatory hubs. Comparison of the 30-minute responding genes with the 4-hour responding genes published previously [2], predicted a possible role for β-catenin protein as a transcriptional activator of gene expression at 4 hours. This pathway is modeled in Figure 3 using IPA and described in detail in the discussion. We reasoned that investigation of protein modifications in the β-catenin signaling pathway at early time points after treatment could help us to understand the fine tuning of the early response to radiation.

**Figure 3:**
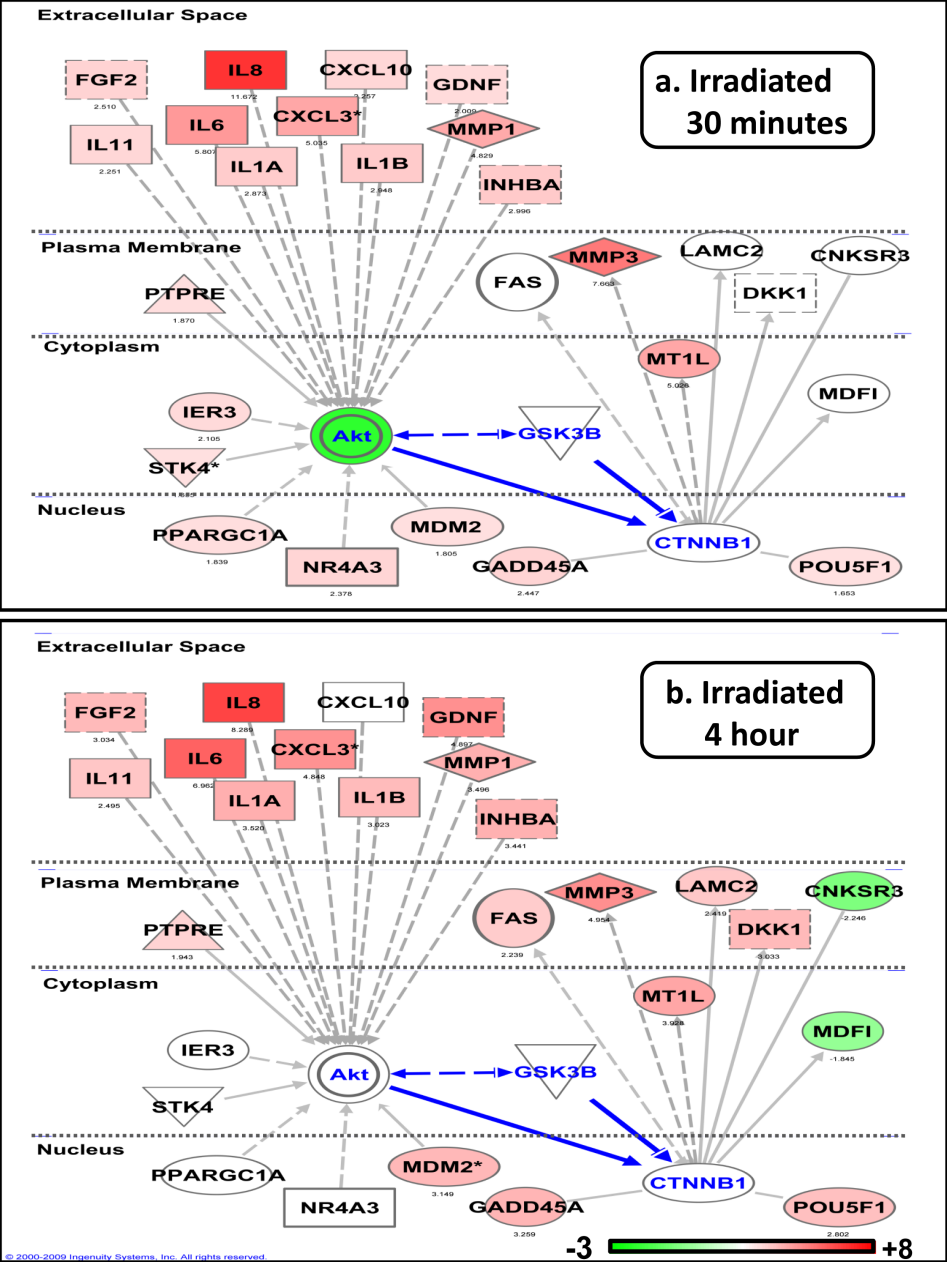
**Network analysis**. Ingenuity Pathways analysis (IPA) was used to generate the network overlaid with relative gene expression levels measured in directly irradiated cells at 30 minutes (a) and 4 hours (b). The network was built by selecting genes encoding inter-cellular signals responding early to radiation that could lead to activation of Akt. We hypothesized that Akt activation followed by post-translation modification of GSK3β and β-catenin would have an effect on gene expression. *FAS, DKK1 *and *LAMC2 *were induced at 4 hours but not at 30 minutes. *MMP3 *(figure 2a, heatmap) and *MT1L *were induced at 30 minutes as well as 4 hours. The dynamics of Akt signaling at the protein level in the 30-minute to 4-hour time interval are further investigated in Figure 4. Nodes representing gene products are displayed by cellular localization (extracellular space, plasma membrane, cytoplasm or nucleus). Node color indicates up-regulated genes (red) and down-regulated genes (green); scale bar indicates the range of expression ratios. Edges (lines and arrows between nodes) represent direct (solid lines) and indirect (dashed lines) interactions between molecules as supported by information in the Ingenuity knowledge base. We indicate Akt, GSK3β and β-catenin (*CTNNB1*) and their relationship edges in blue to highlight the signaling axis focused on in the following figure 4. Node shapes represent functional classes of gene products; rectangles with solid lines for cytokines, rectangles with dotted lines for growth factors, triangles for phosphatases, concentric circles for groups or complexes, diamonds for enzymes, and ovals for transcriptional regulators or modulators.

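On the 30-minute arrays, DKK1 changed by 0.49 ± 0.97 (SD, n = 4) on the log2 scale in irradiated cells and by 0.01 ± 1.38 (SD, n = 4) in bystander cells, and was not called in either. Both rest on replicate 3, without which the changes were 0.012 and -0.66.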

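MT1L, a metallothionein, rose by 2.29 on the log2 scale in irradiated cells (standard error 0.456, adjusted p = 0.0805 from limma's test) and by 2.25 in bystander cells (standard error 0.491, adjusted p = 0.122), and was higher in all 4 replicates of each. Probes of this family can bind the transcripts of several of its near-identical genes. MMP3 was 7.47-fold higher in irradiated cells and 6.07-fold higher in bystander cells. Without replicate 4 the bystander folds were 7.36 for MT1L and 10.7 for MMP3.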

### Activation of AKT-GSK3β-β-catenin in bystander cells

We focused on the AKT-GSK3β-β-catenin axis of signaling in normal fibroblasts because pathway analysis predicted involvement of β-catenin as a transcriptional activator in the unfolding radiation bystander response. The results of western blot quantification of phosphorylated and basal protein levels of AKT kinase and GSK3β kinase are shown in Figure 4a, from 30 minutes to 4 hours after exposure. We observed an increase in the relative amount of activated AKT-P (Ser 473) in irradiated samples at 30 minutes, with consistent phosphorylation/activation of AKT through 4 hours post irradiation and a concomitant increase in GSK3β(Ser9) phosphorylation and inactivation. Bystanders appeared to lag behind the irradiated samples by an additional 30 minutes, showing increased levels of phosphorylated AKT in the 1 to 4 hour interval (Figure 4a and 4c). In parallel with this, GSK3β phosphorylation was increased at 1 hour in bystanders. Inactivated by phosphorylation, GSK3β can further alter the phosphorylation status of β-catenin and we measured cytoplasmic β-catenin and phosphorylated β-catenin levels (Figure 4b). Decreasing levels of phosphorylated cytoplasmic β-catenin could be the result of increased GSK3β phosphorylation in both irradiated and bystander cells. The observed decrease in β-catenin phosphorylation and the accumulation of β-catenin can lead to translocation to the nucleus where it may act as a transcriptional co-activator of gene expression of several genes such as *PTGS2 *and *FAS*.

**Figure 4:**
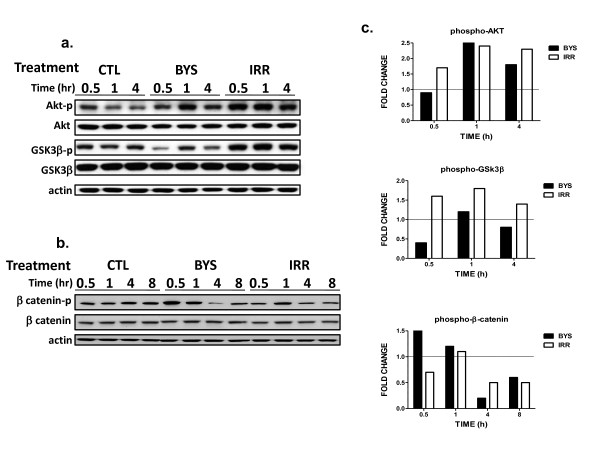
**Protein expression analysis of IMR-90 fibroblasts following irradiation**. Western blot analysis of un-irradiated control (CTL), bystander (BYS) and irradiated (IRR) cells comparing (a) phosphorylated-AKT, total AKT, phosphorylated-GSK3β, GSK3β and actin and (b) phosphorylated β-catenin, β-catenin and actin up to 8 hours. (c) Densitometric analyses were performed on representative immunoblots, bands were background corrected, normalized to actin and sham-irradiated controls. The relative levels of phosphorylated AKT, phosphorylated GSK3β and phosphorylated β-catenin are shown as fold change compared with controls. The thin black line represents time-matched controls.

## Discussion

In this study we focused on early events to better understand the early signaling that shapes the radiation bystander effect. Time dependent analyses of specific genes such as *PTGS2*, *IL8 *and *BCL2A1 *had previously shown dramatic biphasic changes with a large response as early as 30 minutes after exposure [2]. This suggested that the re-programming of gene transcription is initiated prior to 4 hours after exposure. We also wanted to investigate signaling pathways in order to identify candidates for the upstream initiating signals that may lead to the gene expression changes observed at later time points. Therefore, we investigated the early burst of gene expression, looking for potential signaling nodes using a bioinformatics approach in conjunction with more conventional analyses of protein modifications of transduction pathways.

We measured global transcriptional changes at 30 minutes after treatment and found even more differentially expressed genes (709 in irradiated cells and 407 in bystanders) than we had previously reported at 4 hours, when 197 genes were changed significantly in irradiated cells and 137 genes were changed significantly in bystander cells [2]. The general patterns of gene expression were confirmed by qRT-PCR. Many genes that showed increases in expression after 4 hours were also induced at the 30-minute time in both irradiated cells (127 genes) and bystanders (120 genes). In contrast to the prominent role of p53 previously observed in the 4-hour response, however, there was no such pronounced p53 response at 30 minutes (Figure 1a) in the irradiated cells.

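Taken as a list, the 5 p53-regulated genes had a median log2 fold change of 0.37 in irradiated cells (adjusted p = 0.0295 from limma's camera test) and 0.33 in bystander cells (adjusted p = 0.0217), with 3 of the 5 higher in irradiated cells. Over 10 alternative settings the adjusted p in irradiated cells ranged from 0.00425 to 0.089 and was under 0.05 in 7 of them, and under limma's fry test it was 0.156. In bystander cells the range was 0.00185 to 0.615, under 0.05 in 6 of the 10 settings, and fry gave 0.16. The list's median per replicate was 0.41, 0.48, 0.23 and 0.24 in irradiated cells and 0.52, 0.52, 0.0051 and 0.25 in bystander cells.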

Of the 709 genes affected in directly irradiated cells, 416 genes were not significantly altered in bystanders. 

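The probes called in irradiated cells alone were also set against bystander cells directly, irradiated minus bystander, since a call in 1 group and not in the other does not test their difference. Of the 177 probes, 99.4% moved in the same direction in bystander cells, 66.1% had an unadjusted p under 0.05 there, and the bystander change was a median of 0.77 of the irradiated change. The shared controls build in much of this, as 20 simulations of unchanged groups gave means of 91.9%, 30.1% and 0.451 for such probes, a simulation added after the data were seen. The simulated groups had no variation common to a dish, so these means may be too low. In the direct comparison 14 of the 177 had an unadjusted p under 0.05, and the smallest adjusted p among them was 0.824 by limma's test.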

Gene ontology analysis using DAVID indicated that the top functional categories of the direct-exposure-only genes were in mRNA transcription regulation and activation of gene expression. These functions were not significant in bystanders at early times indicating that irradiation rapidly induced processes that altered the transcriptional landscape within hit cells, in addition to the overall stress response characterized by the release of cytokines and inflammatory regulators. 

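Interleukins, chemokines, interferons, growth factors and their relatives, found by words in the gene descriptions, made up 18 of the 149 genes called in bystander cells (12.1%), 14 higher and 4 lower, against 164 of the 6171 tested genes (2.66%). The odds ratio was 5.53 (adjusted p = 2.39e-07, one-sided Fisher's exact test). In irradiated cells they were 22 of 210 (10.5%), with an odds ratio of 4.79 (adjusted p = 2.08e-07 by the same exact test). The genes of a family are not independent, which this test takes them to be.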

The early bystander response was associated with cytokine signaling, cell structure changes and extra-cellular communication, suggesting that bystander fibroblasts were responding by altering their own cellular environment (Table 1). We had already reported that the gene expression responses of cyclooxygenase2 (*PTGS2*), interleukin-8 (*IL8*) and BCL2 related protein A1 (*BCL2A1*) were comparable at 30 minutes and 4 hours after exposure [2]. These genes are known targets for regulation by the NF-κB transcription factor, and we predicted that the biphasic response in mRNA levels could be due to modulation by inhibitors of NF-κB[28]. In this study, we have verified that this was a frequent pattern of gene expression. Many genes that responded with an increase in mRNA levels at 4 hours showed a strong response at 30 minutes as well (Figures 1 and 2), suggesting co-ordinate regulation of genes with this biphasic pattern. These genes did not include canonical p53-response genes, which generally show peak induction at approximately 4 hours after irradiation, depending on the model system used. We further verified time dependent patterns of mRNA changes for 11 additional genes across the 24 hour time interval and found that they all showed peaks of induction after 30 minutes and 4 or 6 hours with a sharp decrease to control levels at the time between 1 and 2 hours, Figure 2a. This pattern of modular gene expression could be attributed to co-regulation of genes under the control of a transcription factor, such as NF-κB, acting as an early signal transducer [3,29].

We compared the two gene sets, 709 genes in irradiated and 407 genes from bystander, for significant biological functions in IPA, which categorizes genes by mechanism- and disease-related associations. Gene expression changes in both irradiated and bystander cells appeared to be relatively similar in top-scoring biological functions categories such as cancer, cellular growth, proliferation, and cell death, which are very broad descriptions for functions associated with regulation of cell numbers and tissue homeostasis (additional file 4). 301 cancer-related genes in irradiated cells gave a p-value range from 1.2 × 10^-17 ^to 5.08 × 10^-4 ^for the cancer functional category. For 199 differentially expressed genes from bystanders; the p-value range for the same category was 2.45 × 10^-16 ^to 2.36 × 10^-4^. This indicated similar enrichment of this biological response in both gene sets. However, a closer look at the individual genes in the two conditions revealed differences, which were expected because direct irradiation would cause cells to have a more pronounced DNA damage and cell cycle response. 

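Over all 11300 probes, irradiated and bystander cells differed directly in 32 at an unadjusted p under 0.005, 11 higher and 21 lower in irradiated cells, where 56.5 are expected by chance. None had an adjusted p under 0.05 by limma's test or by the other tests and settings run, and 646 had an unadjusted p under 0.05 (643 by the methods' t-test). Unlike the count of 32, these counts are slightly above what chance would give, though probes are not independent. Without a fold-change filter there were 147 at an unadjusted p under 0.005 among 31823 probes, where 159 are expected. No gene named here was called in the direct comparison. DKK1 was higher in irradiated cells by 0.48 (standard error 0.252, adjusted p = 0.826 from limma's test) and GADD45A by 0.14 (standard error 0.146). For IL6 the difference was 0.39 (standard error 0.433), but 3 of the 4 replicates were lower in irradiated cells, and without replicate 4 it was -0.17. The paper reports differences from a closer look at individual genes in both conditions, and reasons that direct irradiation would give a more pronounced DNA damage and cell cycle response.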

IPA grouped 70 genes from 407 bystander responding genes under the functional category "cell-to-cell signaling" In IPA these genes were sub-grouped further by specific biological activities related to cell-to-cell signaling. We ranked these sub-categories by decreasing order of number of genes affected and the highest ranked functions in bystander cells correlated with increases in activation, adhesion, communication, signaling, binding and stimulation of normal cells. From IPA and ontology analyses taken together, the mRNA changes suggest stimulation of cellular response in bystanders by signaling molecules as early as 30 minutes after treatment (additional file 4).

Pathway analysis of genes affected in irradiated cells after 4 hours suggested that in addition to p53 and NF-κB transcription factors, β-catenin (most probably in concert with LEF1) could be an important trans-activator of gene expression. We chose to focus on the AKT-GSK3β-β-catenin axis of signaling in normal fibroblasts because of its central role in response to growth factors, changes in the medium, cytokine signaling, cell structure changes and stress due to production of reactive radicals, all of which are components of the bystander response [30]. Previous studies on bystander cells after carbon ion or alpha particle irradiation have also implicated activation of Akt signaling based on up-regulation of target gene [9,31]. The activation of β-catenin as a nuclear activator of transcription is known to follow GSK3β phosphorylation by Wnt signaling or alternatively to be regulated through PKB/AKT activation [30,32]. Cells responded to irradiation by rapid activation of AKT via phosphorylation and concomitant inactivation by phosphorylation of GSK3β at 1 to 4 hours. In bystanders, there was a similar pattern of GSK3β inactivation, but with a lag of 30 minutes or more. Cytoplasmic levels of phosphorylated β-catenin decreased gradually, which is considered a good indicator of trans-location to the nucleus [32] and activation of gene expression. This effect was also observed in bystanders, so β-catenin activity as a transcriptional co-activator of gene expression may occur in both populations. We have summarized these findings in Figure 3, which is a proposed pathway model of AKT-GSK3β-β-catenin signaling pathway after irradiation. 

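IL8 had an 11.4-fold higher signal in irradiated cells than in controls, a log2 fold change of 3.51 (standard error 0.528, adjusted p = 0.0398 from limma's test), and an 11.6-fold higher signal in bystander cells (adjusted p = 0.0636). Its log2 change ranged over replicates from 1.85 to 4.92 in irradiated and from 1.11 to 5.33 in bystander cells, and the bystander value was 20.4-fold without replicate 4 and 7.67-fold without replicate 2. IL6 was 5.66-fold higher in irradiated cells (log2 fold change 2.50, standard error 0.339) and 4.33-fold higher in bystander cells (log2 fold change 2.12, standard error 0.544), where replicate 4 was lower than its control, at -0.39, and the log2 change was 2.95 without it. These are mRNA levels, and secretion was not measured on the arrays.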

External signals such as growth factors, interleukins 6 and 8, which were induced early and secreted by irradiated cells could trigger activation of AKT in all cells [33] initiating the signaling cascade outlined in Figure 3, which results in gene expression activation of β-catenin target genes such as matrix metalloproteinase 3 (*MMP3*), Fas (*FAS*) and metallothionein 1L (*MT1L*). In irradiated cells at 4 hours, this transcriptional regulator potentially regulated expression of *MT1L *(+3.9 fold change), *DKK1 *(+3.0 fold change), *MMP3 *(+5.0 fold change), *LAMC2 *(+2.4 fold change) and *FAS *(+2.3 fold change) (Figure 3b). In bystander cells, only *MMP3 *(+4.0 fold change) and *MT1L *(+3.8 fold change) were detected as differentially expressed at 4 hours. Of the genes predicted to be β-catenin targets, only *MMP3 *showed the predicted NF-κB biphasic response that was similar in both irradiated and bystander cells. Although there is overlap and redundancy in the roles of both transcriptional regulators and target genes, our results suggest that this mechanism is active in both irradiated and bystander cells. The apparent lag between activation of this pathway in directly irradiated and bystander cells suggests that although it is clearly not the initiating signal, this pathway may play a role in the maintenance and later development of the bystander state. There is evidence for a lag in signaling between irradiated and bystander cells as observed by apoptosis induction in human fibroblasts [34], γH2AX foci induction after media transfer [35] and mutation induction in bystanders after treatment with conditioned media [36]. The mechanism driving the burst of cytokine and other gene expression seen in bystander cells at 30 minutes post-exposure has yet to be clearly elucidated.

We also observed some changes in AKT expression in our study. Although there was an overall increase in phosphorylation in both irradiated and bystander cells, total AKT protein levels were slightly decreased (Figure 4a). This could be a consequence of the significant down-regulation of *AKT2 *mRNA observed at 30 minutes (0.4 ± 0.1 fold change) (additional files 2 and 3) and 4 hours (0.5 ± 0.1 fold change) in both irradiated cells and bystanders. 

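On the arrays, AKT2 had a log2 fold change of -1.40 in irradiated cells (standard error 0.437, adjusted p = 0.196 from limma's test), a level 0.38 of that in controls, and of -1.44 in bystander cells (standard error 0.514, adjusted p = 0.368), a level of 0.37. Neither was called, and in irradiated cells 3 of the 4 replicates were lower. Replicate 3 of bystander cells stood at -3.74. Without replicate 3 the changes were -0.91 and -0.68. The 2 other probes of the gene were also lower, with a log2 fold change of -1.57 for each in irradiated cells, where both were called, and of -1.59 and -1.46 in bystander cells, where neither was. AKT1 changed by -0.40 and -0.35 and GSK3B by 0.43 and 0.30, neither of which passed the fold-change filter. Under a normexp background GSK3B changed by -0.22 in bystander cells, where the median of all tested probes was -0.60. CTNNB1 (0.09 and 0.12) and LEF1 (0.12 and 0.14) lay near 0, within 1 SD of the 4 pairs. From the lower AKT2 mRNA, the paper proposes that the slight decrease in total AKT protein could follow.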

The AKT antibody we used detected all three isoforms of AKT, and the phospho-Ser473-AKT antibody recognized phosphorylation of Ser473 on AKT1 as well as the corresponding residues in AKT2 and AKT3. However, GSK3β is known to be a substrate for all AKT isoforms [37], and in our system inactivation of GSK3β could result from activation of all AKT isoforms. Further studies will be required to distinguish the role of decreased *AKT2 *mRNA specifically, and its contribution to phosphorylation and inactivation of GSK3β.

The importance of our study approach is that whole genome bio-informatics can help elucidate novel signaling networks that contribute to any phenotype. Exploring gene expression and signaling after irradiation led us to propose activation of an important signal transduction module, AKT signaling via β-catenin, as part of the cellular response in bystanders. Further verification of the role of β-catenin in bystanders will help us understand the complex nature of this response. In the field of radiation biology, there are few studies that use this approach, but a recent study on keratinocytes exposed to 1 cGy X-rays that identified the GATA3 transcriptional factor as a critical regulator of cellular radiation response at the genome level [38] is one example. Importantly, our study is the first to investigate the global transcriptional response within the first half hour after exposure with the goal of identifying signals more proximal to the generation of the bystander signal. This could have implications for the understanding of how cells respond *in vivo *and lead to understanding the rapid nature of the response.

## Conclusions

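Across the 11300 tested probes, the changes in irradiated and bystander cells had a correlation of 0.84 over all replicates and of 0.78, 0.73, 0.82 and 0.57 within replicates 1 to 4. Probes are not independent replicates, so no p is given. Comparing both groups with the same controls raises this value, and simulated unchanged groups gave a mean of 0.50 and at most 0.51. All simulated arrays were independent noise without variation common to a dish, so the simulated values may be too low. With controls 1 and 2 for irradiated cells and 3 and 4 for bystander cells the correlation was 0.17, and the reverse gave 0.0050, though each group then lacks its paired control. With no replicate in common, each with its own controls, irradiated replicates 1 and 2 against bystander replicates 3 and 4 gave 0.21, and the reverse 0.16. Splits within a group gave values of the same size, 0.28 for irradiated replicates 1 and 2 against 3 and 4 and 0.13 for bystander cells. These comparisons without shared replicates were chosen after the data were seen.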

A rapid and widespread transcriptional response occurs following irradiation in human fibroblast cells, and is communicated rapidly to bystanders. We found that cell structure and cell-cell communication processes are triggered very quickly in irradiated cells and these changes precede cell cycle gene responses that occur at a later time. Timing is important because release of free radicals and cytokines occurs quickly after irradiation and identifying early signaling events is critical to a full understanding of the range and extent of changes in bystander cells. The wave-like response of many genes following radiation suggests coordinate control of a large number of genes especially those that are controlled by NFκB. Activation of AKT-GSK3β-β-catenin signaling early after irradiation and activation of target genes later in irradiated and bystander cells is a novel finding implicating a new pathway in bystander response. The connection between this signal transduction module, with the potential to converge extra-cellular communication with intra-cellular alterations of proteins and gene expression adds one more piece to the puzzle of stress response in a cell population where not all cells experience a direct ionization event.

## List of Abbreviations

ROS: reactive oxygen species; TNFα: tumor necrosis factor alpha; NF-κB: nuclear factor kappa-light-chain-enhancer of activated B cells; AKT: v-akt murine thymoma viral oncogene homolog; GSK3β: glycogen synthase kinase 3 beta; BRB: Biometric research branch; FDR: false discovery rate; qRT-PCR: quantitative real time Reverse Transcription-Polymerase Chain Reaction; DAVID: The database for annotation, visualization and integrated discovery.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SAG participated in the design of the study, carried out the microarray analyses and real-time PCR, and wrote the manuscript. LM carried out the protein analysis. VI contributed to the protein analysis and the writing of this manuscript. TKH contributed to the writing of this manuscript. SAA conceived of the study, participated in its design and data analysis and helped to draft the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/3/31/prepub

## Supplementary Material

Additional file 1 **PCR assay information**. Click here for file

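Additional file 2 holds, for each probe that passed the study's threshold in irradiated cells, its p, its false discovery rate and the ratio of its mean intensity to that of controls. Of its 709 rows, 708 were used here, 425 with a ratio above 1 and 283 below 1. For each of the 708 the deposited log2 table gave the same log2 ratio to within 4.8e-06 and, by a random-variance paired test with the variance model fitted to all detected probes, the same p to within 2.7e-07. That procedure was found by trying several on the deposited table.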

Additional file 2 **Class comparison of genes differentially expressed 30 minutes after direct irradiation**. Click here for file

Additional file 3 **Class comparison of genes differentially expressed 30 minutes after bystander irradiation**. 

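Additional file 3 has the same columns for bystander cells. Its 407 rows, 240 with a ratio above 1 and 167 below 1, name 351 gene symbols, and its highest false discovery rate is 8.46%. Of the 407 probes, 386 were among the probes tested here on the scanner values, all 386 with the same direction, and 130 were among the 214 called in bystander cells.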

Click here for file

Additional file 4 **Comparison of pathway analysis in irradiated and bystander cells at 30 minutes after irradiation**. Click here for file

# Supplementary material for: Regulation of early signaling and gene expression in the α-particle and bystander response of IMR-90 human fibroblasts
**Source:** BMC Med Genomics. 2010 Jul 29;3:31. doi: 10.1186/1755-8794-3-31
**Supplement:** Additional file 4 — Comparison of pathway analysis in irradiated and bystander cells at 30 minutes after irradiation.

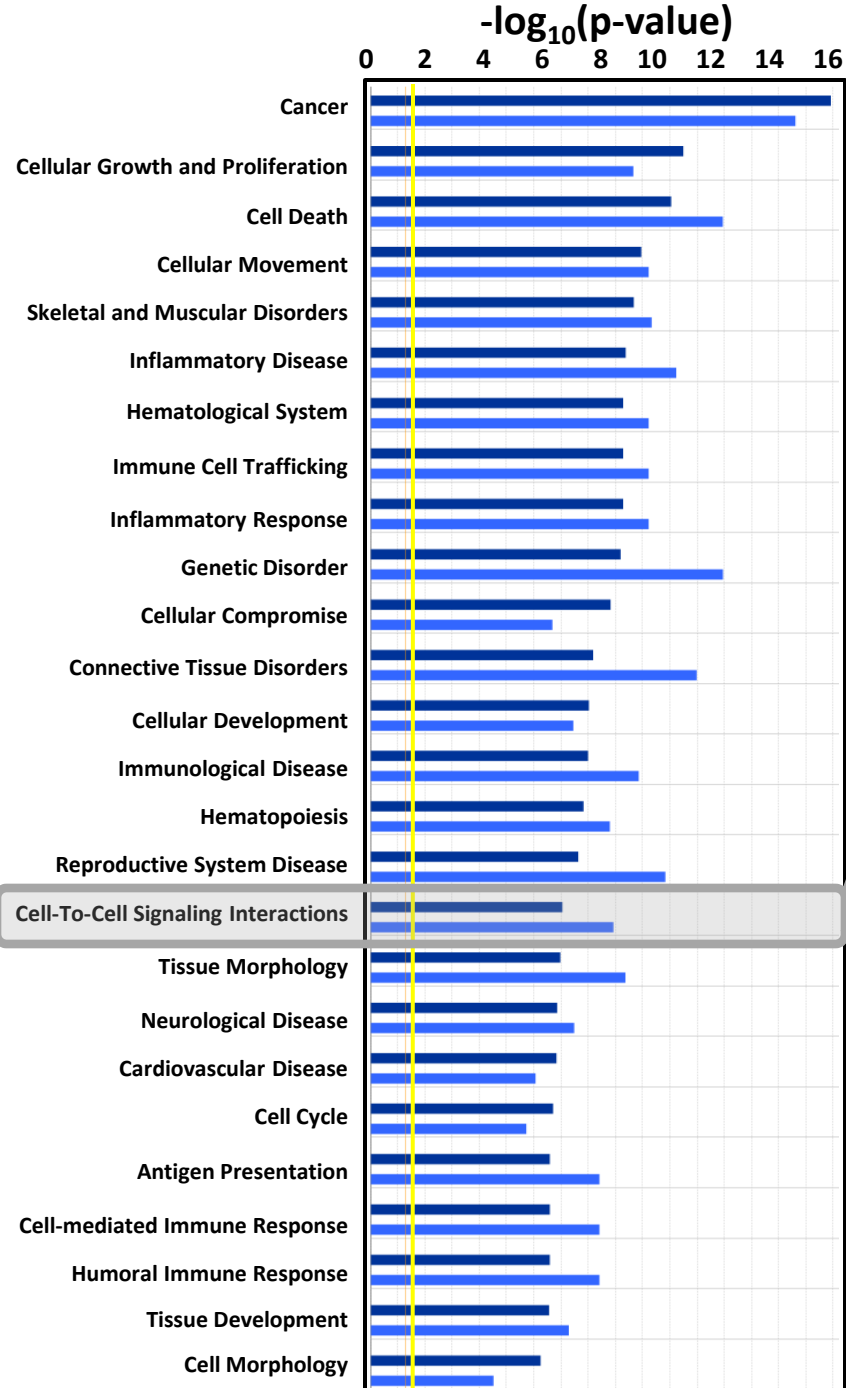

**Additional file 4. Comparison of pathway analysis in irradiated and bystander cells** A. IPA was used to compare two gene sets and display a score  $-\log_{10}(\text{p-value})$ , for inclusion of a subset of genes in a biological category. B. We illustrate the “cell-to-cell signaling” interactions gene subset and connected 70 genes changed in bystanders into a network. Arrows indicate direction of the relationship between molecules (nodes) and colors represent up-regulation (red) and down-regulation (green) of mRNA.

### Cell-To-Cell signaling interactions: Early gene expression in bystanders

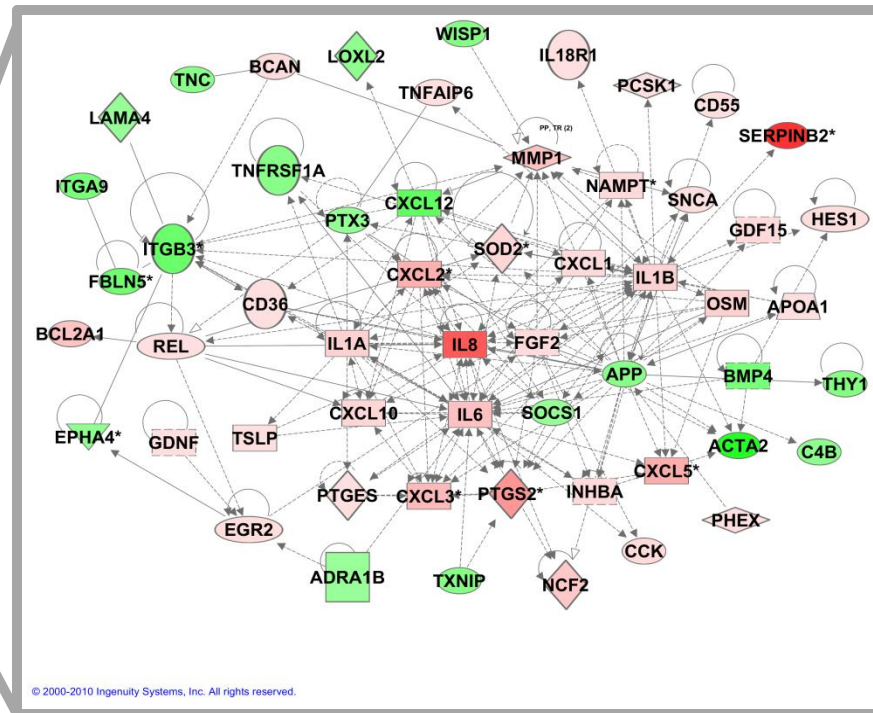

■ Irradiated, after 30 minutes

■ Bystander, after 30 minutes

How the deposited data were processed for this re-analysis (not part of the article)

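RNA of IMR-90 fibroblasts, lysed 30 minutes after sham, direct or bystander exposure, was measured on 12 single-colour Agilent arrays, 4 per group. The authors scanned the arrays with Agilent's Feature Extraction software and deposited, for each spot, the processed signal intensity, which is the spot's intensity with background subtracted and trends across the array removed, together with the raw intensity, the local background and quality marks. The authors also deposited a table of log2 values made in BRB-Array Tools. Each of its columns differs by a constant from the log2 of the processed signal of a single array, and it is blank where a spot was not well above background or was a non-uniform outlier. In that table the columns of replicates 3 and 4 match the array files of replicates 4 and 3 in all 3 groups (spread at most 3.58e-07 for the closest file, and at least 0.417 for the file of the same number), so the pairs within a replicate are the same either way. Which numbering is right is not known. What is said here of replicate 3 or 4, slides included, follows the labels of the array files.

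From the array files, processed signals of non-control spots were divided by the array's median, rescaled by a common constant, set to at least 5 and taken to log2. Non-uniform outlier spots were removed, and the spots of a probe were averaged on the log2 scale. Probes failing detection in 40% or more of the 12 arrays were removed, and a change of 1.5-fold from the probe's median in at least 20% of the arrays was required. The last reading was chosen while the number of probes in the study was being matched on the deposited table. Probes carry the gene names of the array files, and a name was counted as a gene symbol where the RefSeq table lists it as a symbol or synonym, as for 28358 probes. No genome coordinates were used.

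Irradiated cells, bystander cells and controls were compared in pairs of groups with limma 3.58.1 in R 4.3.3, by a linear model with the replicate number as a block and moderated variances. A probe was called at an unadjusted p under 0.005, and p was adjusted by the Benjamini-Hochberg method over the probes tested. The pairing comes from the paired test in the study's methods. Samples of the same number deviated together, with correlations of their deviations from the group means from 0.166 to 0.715 for irradiated cells and controls, from 0.113 to 0.515 for bystander cells and controls and from 0.433 to 0.685 for irradiated and bystander cells. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

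The 6 gene lists (NF-κB genes, p53 genes, heat shock genes, metallothionein genes, immediate-early genes and targets of serum response factor, SRF) were tested with limma's camera test, with an inter-gene correlation of 0.01, over all detected probes and with the brightest probe per gene, and the 12 tests were adjusted together. A probe missing on an array was given its mean over the other arrays, which touched 1 gene of the immediate-early list in bystander cells. The last 4 lists were written after reading the study's Additional files 2 and 3 and before the array values were examined. The 8 keyword tests were one-sided Fisher's exact tests by gene symbol. Genes were named by a rule set before the data were examined: each gene the paper names for these arrays or for its AKT model, and the 5 largest rises and 5 largest falls in each comparison with controls among called probes with the same direction in all 4 replicates. A gene with several probes was given by the brightest.

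The scripts were tested on simulated data with known changes and independent noise. The changes had a mean size on the log2 scale of 1.99 in irradiated and 2.01 in bystander cells. Recovery of smaller changes was not tested. With 11995 probes tested, limma recovered 194 of 200 changed probes in the comparison of irradiated cells (97%) and called 0.449% of unchanged ones. In the comparison of bystander cells it recovered 97 of 100 and called 0.614% of unchanged ones, where 0.5% is nominal. Of 100 unchanged gene lists, 1 had p under 0.05 from camera. The simulated probes were independent, so this does not test lists of genes that vary together. Each array had 43376 non-control spots, and the median share well above background was 70.6% in irradiated cells, 70.1% in bystander cells and 71.7% in controls, so that changes of dimmer probes are imprecise. Alternatives set before the data were examined were no replicate block, a single fit of all arrays, the methods' t-test, a plain paired test, an intensity trend, scaling to the 75th percentile, quantile normalization, scaling to 7 spike-in probes, a normexp background, the deposited log2 table, other filters, a single probe per gene, the slide as a term, fry in place of camera, and each replicate left out. Alternatives chosen after the data were seen were a variance prior fitted over all detected probes, the slide in place of the block, the slide as a term in the gene list tests, and comparisons of groups with no replicate in common. The settings that give the study's own counts were found by a search over pairings, tests, control probes, the fold-change rule and the fitting of the prior.

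Real-time PCR, the time course, western blots and the commercial pathway categories were not analysed here. Results for some genes that the rule for naming genes covers, and a row of Additional file 2, are not reported here.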

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

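The tests on bystander replicate 4, on AKT2, and of the direct differences between irradiated and bystander cells in gene lists were chosen only after the result was seen.

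In groups of 4 arrays, 86 sets of values were searched for an array far from the rest, 4.3 are expected by chance, and 10 were found. Of the 10, 6 lay in bystander replicate 4. There the log2 change over control was 0.31 for GADD45A (1.28 to 1.43 in the other replicates), 0.16 for MMP3 (3.33 to 3.52), -0.39 for IL6 (2.57 to 3.15), 1.38 for PTGS2 (3.04 to 3.17), 0.25 for ARC (5.52 to 5.96) and 0.33 for CSF3 (4.52 to 5.19). These values are not independent, as they share an array. Control RNA in the place of this sample would leave no falls either, whereas the SRF targets had a median change of -2.02 there. A dim array was not seen, with 71.4% of its spots well above background. The array lies on slide 1 and its control on slide 3, so an effect of the slide, a mixed sample and a smaller biological response in that experiment stay open and were not told apart. PTGS2 in irradiated replicate 4 was also the lowest, at 1.72 (2.82 to 2.90 in the others), and both arrays of that pair lie on slide 3.

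FDXR in irradiated replicate 3 had a change of -1.18 (0.24 to 0.48 in the others). In bystander replicate 3, which has the same control array, FDXR stood at -1.08, DDB2 at -0.93 and BCL2A1 at -1.24, and BCL2A1 in irradiated replicate 3 at -1.21. The control array common to these values stays open as a source, which was not tested. AKT2 in bystander replicate 3 had a change of -3.74 (-0.74 to -0.59 in the others). The control array of that replicate lay 0.367 above the highest other control, within the 1.53 range of the other controls, and bystander array 3 lay lower than the lowest other bystander array, by -1.25, so an out-of-place control alone gives less than the change seen. Irradiated replicate 3 was also the lowest of its group, with a change of -2.88 and a level of 11.99. A property of the whole experiment or of the bystander sample, technical or biological, stays open. The immediate-early genes had a median of 1.98 in bystander replicate 3 (0.40 to 0.59 in the others), and 2.03 in irradiated replicate 3. Their likeness in these groups goes with a control common to both, and no test set this against a biological difference between experiments.

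Of the gene lists, 2 differed directly between irradiated and bystander cells by limma's camera test. The SRF targets fell less in irradiated cells, with a median difference of 0.22 (adjusted p = 0.000254, higher in 4 of 4 replicates), which was 0.14 with spike-in scaling and 0.23 without replicate 4, and over the alternatives the adjusted p ranged up to 0.0411. In replicates 1 to 3 the irradiated and bystander arrays of a pair lie on the same slide. These values argue against scaling or replicate 4 as the whole cause, but limma's fry test gave an adjusted p of 0.0737. That direct exposure lessened the fall may be put as a hypothesis, found and tested on the same data. The immediate-early genes rose more in irradiated cells, with a median difference of 0.0893 (camera's adjusted p = 0.0269, higher in 2 of 4 replicates; fry's adjusted p = 0.496). Without replicate 4 it was -0.00175 (adjusted p = 0.558 from camera), so replicate 4 alone can account for it. With spike-in scaling the median was 0.0122 with an adjusted p of 0.00914 from camera, which leaves scaling open. Without replicate 4 the NF-κB genes also differed, with a median difference of -0.19 (adjusted p = 0.00775 from camera), lower in irradiated cells in replicates 1 to 3 (-0.10, -0.24 and -0.18) against 0.86 in replicate 4, while over all replicates it was 0.11 (adjusted p = 0.768). With normexp the SRF and immediate-early differences were 0.85 and 0.77, but the median difference of all tested probes was then 0.54. The heat shock (0.71), metallothionein (0.74) and p53 (0.68) lists then also had an adjusted p under 0.05 from camera.

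The 4 lists below are not tested in the paper, which names MT1L of the metallothioneins. They were written after reading Additional files 2 and 3, the genes called on these same arrays, so their changes describe genes partly chosen for changing, and no p is given here. The heat shock genes had a median log2 fold change of 0.97 in irradiated cells and 0.79 in bystander cells, 16 of the 17 measured being higher in each and HSPB1 lower (-0.76 and -0.80). By their brightest probes, HSPA6, HSPA1A, DNAJA4 and CHORDC1 were called in irradiated cells and HSPA6 in bystander cells. In irradiated cells the median was 0.70 with a slide term, 1.07 with spike-in scaling and 0.85 without each array's trend with probe GC content. The metallothionein genes, 10 of 10 higher in all 4 replicates of each group, had medians of 2.30 and 2.26, and in irradiated cells 1.91, 2.39 and 2.57 under the same settings; their probes can bind several near-identical transcripts. The immediate-early genes had medians of 1.00 and 0.90 (0.72 and 0.53 without replicate 3), with 21 of 21 and 20 of 21 higher, and in irradiated cells 1.13, 1.09 and 0.95. The SRF targets had medians of -0.83 and -1.06, with 12 of 13 lower in each, but per replicate -0.54, -0.39, -0.20 and -1.93 in irradiated cells, and without replicate 4 medians of -0.52 and -0.67. Under the settings above they were, in irradiated cells, -1, -0.74 and -0.67. Slide, scaling and GC content are thus argued against as whole causes in irradiated cells. Exchanging labels within pairs gave a median as large in 1 of 8 ways, the real one, for each of these lists in each group, and 8 ways are too few to exclude chance. The sham controls came from separate dishes, and a difference between dishes cannot be told apart from a response to radiation, as irradiated and bystander cells of a dish differed directly in only 32 probes.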

How the results depend on the processing

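The variance prior over all detected probes, the slide in place of the replicate block, the slide term in the gene list tests and the groups without a common replicate were chosen after seeing the data.

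The calls were 331 in irradiated cells, 214 in bystander cells, 32 between these and 154 in both. Without the replicate block they were 144, 135, 4 and 97, and the block changed no gene list call. With all 12 arrays in a single fit there were 432 in bystander cells, 12 between groups and 304 in both. The plain paired test gave 176, 73 and, in both, 13; the intensity trend 516 in irradiated cells and 76 between groups; no fold-change filter, which tests more probes, 820, 359 and 147. The well-above-background filter gave 232 in both, and a single probe per gene, which tests fewer, 196, 137, 19 and 100. The normexp background gave 930, 428, 4 and 307. It left the dimmest probes of irradiated array 3, bystander array 3 and bystander array 4 at 95.03, 239.8 and 1018, against 56.7 to 59.62 elsewhere, so that dim probes are compressed on those arrays. Settings added later gave 711, 350 and 121 (prior over all detected probes), 709, 407, 107 and 293 (that prior with the deposited table), and 210, 137, 6 and 93 (slide in place of the block). Leaving out each replicate gave 166 to 425, 120 to 253, 17 to 33 and 56 to 169. The slide added to the block amounts to leaving out replicate 2 in irradiated cells, as only that pair crosses slides. Beyond the number of probes or arrays, the cause was not tested.

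Calls were higher in 74.62% in irradiated and 72.43% in bystander cells and 34.38% between groups, against 36.77%, 12.85% and 100% with normexp and, with spike-in scaling, 85.29% in bystander cells and 15.56% between groups. Without replicate 4, 155 calls were higher and 11 lower in irradiated cells (93.37% higher) and 173 and 16 in bystander cells (91.53%), and shared lower calls went from 30 to 3, so most lower calls rest on that replicate. Without replicate 1 the calls in irradiated cells were 205 higher and 200 lower (50.62%), and without replicate 2 they were 222 and 203 (52.24%). Spike-in scaling moved the median of all probes from -0.06 to 0.05 in irradiated and from -0.04 to 0.13 in bystander cells, and normexp to -0.60 in bystander cells.

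The NF-κB, metallothionein, immediate-early and SRF lists kept their direction and an adjusted p under 0.05 in limma's camera test in both groups under the 10 alternatives other than fry, as did the heat shock list in irradiated cells, though these lists were drawn in part from genes called on the same arrays. With fry no list had an adjusted p under 0.05, at unchanged medians: 0.0819 for NF-κB (2.27 and 2.09), metallothionein (2.30 and 2.26), heat shock (0.97) and immediate-early (1.00) in irradiated cells and SRF in bystander cells (-1.06); 0.111 for SRF in irradiated cells (-0.83); in bystander cells 0.0906 for heat shock (0.79) and 0.0893 for immediate-early (0.90); and for p53 0.156 (0.37) and 0.16 (0.33). The heat shock list in bystander cells was 0.15 with normexp (adjusted p = 0.107 from camera; 4.29e-12 to 0.107 over the alternatives). The immediate-early list in bystander cells was 0.11 with normexp (adjusted p = 0.0376 from camera), well under its 0.90. The p53 list was 0.42 and 0.43 with the slide added, no longer past the threshold, and -0.31 in bystander cells with normexp; leaving out each replicate gave 0.27 to 0.42 and 0.28 to 0.37, past the threshold except without replicate 1 or 2. The correlation of 0.84 was 0.21 and 0.16 with no replicate in common.

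Of 1352 values of named genes under alternatives, 1140 kept direction and side of the threshold, 153 lost the call, 34 gained it and 25 changed direction. FDXR in irradiated cells was 0.060 with quantile, 0.047 with spike-in and 0.33 without replicate 3, and in bystander cells 0.014 with the 75th percentile, 0.081 with quantile, 0.13 with spike-in, 0.012 with the deposited table under either test and 0.31 without replicate 3. DDB2 in irradiated cells was 0.017 with the 75th percentile, 0.092 with quantile and 0.32 without replicate 3, and in bystander cells -0.72 with normexp, -0.20 with the slide added, -0.21 with the slide in place of the block, -0.16 without replicate 1 and -0.18 without replicate 2. With normexp in bystander cells CDKN1A was -0.31, FAS -0.22, DKK1 -0.36, GSK3B -0.22 and KIF5A 0.046. Without replicate 3 DKK1 was -0.66 in bystander cells. Leaving out each replicate gave BCL2A1 changes from -0.40 to 0.11 in irradiated and from -0.50 to 0.084 in bystander cells, positive without replicate 3. The cause was not tested. Signal over background limits HSPA6, CCL20, CCL26, ARC, CSF3, H19, KIF5A, HOXB8, IL33 and DHRS2, each of which was dim on at least 1 array.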

Differences from the paper's values

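The settings with a variance prior over all detected probes, and the deposited table with that prior, were chosen after the values were seen, the latter by searching for the paper's counts.

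The paper gives 709 genes in irradiated cells, against 331 probes here. Of the alternatives set before the data were examined, a single fit of all 12 arrays, the intensity trend, the normexp background and no fold-change filter came within 1.5 times, and the others did not. The paper gives 407 in bystander cells, against 214. Here a single fit of all arrays, the trend, normexp, the deposited table, no fold-change filter and the well-above-background filter came within 1.5 times, and the others did not. For both groups the paper gives 293, against 154, with the same 6 alternatives within 1.5 times. The paper gives 416 in irradiated cells alone, against 177, with the trend, normexp, no fold-change filter and the slide added within 1.5 times. The prior over all detected probes gave 711, 350, 222 and 489, and with the deposited table it gave 709, 407, 293 and 416, the paper's numbers; both were chosen after seeing the values. The paper gives 6911 probes past its filters, against 11300, with normexp (10036), the deposited table (6902) and the well-above-background filter (7826) within 1.5 times and the others not; the deposited table with its control probes, added after the values were seen, gave 6911.

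For HSPA6 in irradiated cells Additional file 2 gives 9.79723-fold, against 72.5-fold. The probe was well above background on 2 of the 4 control arrays, and the deposited table is blank where a spot was not, so the fold here is set against dim spots and is imprecise. With the deposited table the value was 9.795 with either test, and under the other alternatives it was not within 1.5 times. The paper's other compared folds, 15 in irradiated and 15 in bystander cells, did not differ.

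The paper describes AKT2 as significantly lower in both groups. Here its brightest probe was lower without passing the threshold in either, while its 2 other probes were called in irradiated cells and not in bystander cells. In irradiated cells the brightest probe was called with the intensity trend, normexp, the deposited table, the well-above-background filter and without replicate 1, and in bystander cells with normexp, the deposited table, the well-above-background filter, the slide added and without replicate 1. With the deposited table and the prior over all detected probes, which gave the paper's counts, this probe was called in neither group. Its p by the random-variance paired test was then 0.00833 in irradiated and 0.0175 in bystander cells. Additional file 2 lists AKT2 in 1 row, which is thus of another probe, and Additional file 3 in 0. The paper describes GADD45A among genes little changed on the arrays, whereas it rose by 1.26 in irradiated cells, where it was called, and by 1.11 in bystander cells, where it was called with a single fit of all arrays, the trend, the deposited table, no fold-change filter and both settings chosen after the values were seen. Additional files 2 and 3 each list it.

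The paper names kinases among the leading functions of bystander genes, and by keywords in gene descriptions, a stand-in for its categories, these were 2 of 149 called genes with an odds ratio of 0.40. It names cytoskeletal functions in both groups, and by keywords the odds ratios were 1.54 and 1.58, with an adjusted p of 0.307 for each by Fisher's exact test. The keywords were searched among the genes called here, not in the paper's lists, and against the genes tested here rather than the genome. They thus do not test the paper's categories.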

Other observations

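The tests of falling transcripts against scaling, of the likeness of groups against dish handling, and of groups with no replicate in common were chosen only after the result was seen, as were the margins by which the last was judged.

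Exchanging labels within pairs gave as many calls as the real labels in 1 of 8 ways for irradiated cells (others 9 to 72) and in 1 of 8 for bystander cells (11 to 91), and in 4 of 8 for the direct comparison. Chance cannot be excluded with 8 ways. Splits that part 2 pairs gave up to 339 calls in irradiated and 287 in bystander cells. For shared calls, 1 of 100 labellings within replicates gave as many as the real 154, the real one. This argues against chance labelling there without excluding it. The next labelling gave 153, as labellings that exchange only some samples come close. For the NF-κB list the count was 1 of 8 in each group, and for the p53 list 2 of 8 in each. With the deposited table and the prior over all detected probes, the real labels gave the most calls, 1 of 8 in irradiated cells (others 1 to 207) and 1 of 8 in bystander cells (6 to 156).

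Fitting the variance prior over all detected probes and testing only those past a fold-change filter called 1.27% of probes in 20 simulations with no change, against 0.508% with the prior fitted over the tested probes, where 0.5% is nominal. Part of the larger counts under that prior is thus consistent with calls by chance.

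The correlation between changes in irradiated and bystander cells of 0.84 was above that of simulated unchanged groups, 0.50, which had no variation common to a dish. With no replicate in common the lower value was 0.1604, and a single pair exchanged gave up to 0.159 in size. Shared control arrays as the source of most of the likeness cannot be told apart from a common response that varies by experiment. The difference between exposed and sham dishes cannot be told apart either, with 32 probes differing directly, which a transmitted signal would give as well.

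In 30 minutes, 84 called probes had fallen to under 50% in irradiated cells and 59 in bystander cells, which is every lower call. With spike-in scaling there were 41 and 30. The first test, this count, went with scaling as a cause. It was replaced after it was seen by the shift of all probes, which was 0.109 on the log2 scale and could not by itself bring a probe to under 50%, so the number of such probes depends on the scaling while the median fall of -1.40 does not arise from it. Without replicate 4 there were 11 lower calls in irradiated cells and 16 in bystander cells. By loss of transcript within 30 minutes, the median fall needs a half-life of at most 21.4 minutes in irradiated cells. In bystander cells it needs one of at most 18.1 minutes. Whether these transcripts decay so fast was not tested, so a difference between dishes stays open as a source of the falls.

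PTGS2 rose by 2.58 in irradiated and 2.67 in bystander cells. The brightest BCL2A1 probe changed by -0.22 and -0.25 and its other probe by 2.04 and 2.03, the latter called in both, so the gene's direction depends on the probe. PPIA, used in the study to normalise real-time PCR, changed by -0.51 and -0.46, and 7 of its 7 probes were lower under each scaling run, while in the brightest probe 1 irradiated and 2 bystander replicates were higher with quantile or spike-in scaling. Zinc finger genes were 4 of 210 called genes in irradiated cells (odds ratio 0.59) and 2 of 149 in bystander cells (0.42), each with an adjusted p of 0.971 by Fisher's exact test.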
